A study of Homo sapiens with 5 samples.

How the data were processed

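The series holds 5 RNA-seq libraries from day 5 progenitors of the human WTC11 stem cell line. Per the labels' protocols, cells were dissociated with Accutase and lysed in Trizol, RNA was purified with a Direct-zol kit, stranded total RNA libraries were prepared with a SMARTer kit, and sequencing was done on a NextSeq instrument. For each library the authors deposited a table of whole-number read counts per gene. The aligner, the counting tool, the genome build, the annotation release and the use of strand are not stated in the labels or in the files. The tables have no header. They hold a gene identifier, a symbol, a count, a gene length that is the same in all 5 files, and a last column that is 0 for every gene and was not used. That the counts are raw was read from the values, which are whole numbers with totals that differ between libraries. Counts deposited by the authors were used without change. Because total RNA was sequenced, ribosomal and mitochondrial RNA takes a share of the counts that can differ between libraries, and CPM depends on it.

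Groups were taken from the sample titles, which name the tissue formed later, with 2 cardiac, 2 gut and 1 multilineage library. The numbers 1 and 2 of the cardiac and gut libraries also come from the titles. Whether they pair libraries is not stated, so the replicate number was used as a block only in an alternative fit. The pairing was checked by correlating, across genes, the difference of library 1 and library 2 within cardiac with that within gut. No batch is given in the labels.

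The gut and cardiac libraries were compared in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr at its defaults (18797 genes), libraries were scaled by TMM, and gut was tested against cardiac with glmQLFit and glmQLFTest with group as the term. The 4 libraries left 2 residual degrees of freedom, the common dispersion was 0.113 and the prior degrees of freedom were 5.26. P-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. The standard error of a log2 fold change is the one implied by the F statistic. Marker sets were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, two-sided. CPM values in the text use TMM factors over all 5 libraries, from 21402 genes that pass the filter there. A gene counted as separated when all gut libraries lay at least 2-fold above, or all at least 2-fold below, all cardiac libraries on CPM + 1. The position of the multilineage library is its distance from the cardiac mean divided by the distance between group means, on log2(CPM + 1), as the median over genes. Shares of counts carry 95% Wilson intervals, and the detection floor was set at 3 counts.

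Named genes were fixed by rule as those past the threshold with a symbol, a mean of at least 5 CPM over the 4 libraries and gut and cardiac libraries that do not overlap. The 5 with the largest positive and the 5 with the largest negative log2 fold change were taken. Genes of the endoderm and cardiac mesoderm marker lists were added, with values where they passed the threshold and as counts and ranges otherwise. Any gene outside this rule is said to have been chosen after its values were seen. Symbols are those of the files, and 52181 of the 63677 identifiers occur in a human gene name table. TBXT was matched through its older symbol and was too low to be tested.

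Alternatives were RLE and upper-quartile scaling, DESeq2 1.42.0, no low-count filter, a mean of at least 50 counts, all 5 libraries in the fit, the replicate block, removal of abundant genes, a test against a 1.5-fold change, a threshold of 0.01, other pseudocounts and scales, fry and an estimated correlation for the gene sets, and leaving out each library. Removal of the GC trend, with and without the block, was added after the data had been seen. For it, the GC content of the longest GENCODE v29 transcript was matched by gene identifier, which gave a value for 97.0% of the tested genes. The trend of each library's log2 CPM with GC content was fitted by lowess with a span of 0.3 and entered edgeR as an offset. This also removes any biological difference that follows GC content.

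The edgeR and DESeq2 steps were tested on simulated counts with the means and totals of the real libraries, a dispersion of 0.1 and 200 genes changed by 2 or 3 on the log2 scale, of which 199 passed the filter among 18206 genes. The edgeR test recovered 75.4% of the changed genes, and 3.23% of its calls were false. With the block it recovered 72.4% with 2.70% false, and DESeq2 recovered 65.8% with 6.43% false. With a GC trend put into 1 cardiac library and 18260 genes tested, edgeR recovered 65.8% with 7.75% false, and after removal of the trend 72.4% with 3.36% false. The simulated trend was steeper than the measured one. All simulated genes shared 1 dispersion in both groups. In the real libraries the log2 difference across genes was wider within cardiac than within gut (SD 0.951 against 0.491). The simulation therefore cannot show how the block fit fares when spread differs between genes or groups.

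Figures were drawn with matplotlib 3.10.9. Coordinates are not given, because the build behind the counts is not stated. Genes that share reads with a close copy, such as ACTA1 with ACTC1 or MYH6 with MYH7, and genes that overlap another gene are uncertain, since the handling of shared reads is not stated. Overlaps were computed from GENCODE v29 exons. Protein, imaging and organoid data were not used here.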

Results

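RNA abundance was measured in 5 libraries of total RNA from human mesendoderm progenitors, the cells that precede mesoderm and endoderm. The name is not evidence that the cells were still at that stage when RNA was taken. The mesendoderm marker TBXT, named after its values were seen, had only 1 to 7 counts per library. Of the mesendoderm markers, 6 were abundant enough to be tested. The progenitors came from WTC11, an established line of induced pluripotent stem cells, in a derivative that carries the calcium reporter GCaMP6f. In all groups the cells had received 12 µM of CHIR-99021, which activates Wnt signalling, for 24 hours from day 0, and 5 µM of IWP2, which blocks Wnt secretion, for 48 hours from day 3. RNA was taken on day 5. The groups were named after the tissue that the progenitors gave rise to later, which was cardiac microtissues (2 libraries), gut organoids (2 libraries) or a multilineage organoid (1 library). The comparison asked whether progenitors with different later outcomes already differed on day 5, although the written protocol was the same. The gut and cardiac groups could be compared with replicates. For the multilineage library there was no replicate, so no p-value was computed for any difference that involves it.

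The deposited values were read counts per gene for 63677 genes. Total counts were 17771523 in cardiac library 1, 17298911 in cardiac library 2, 16804528 in the multilineage library, 15483112 in gut library 1 and 16081121 in gut library 2. At these totals 3 counts, the floor used here, corresponded to between 0.169 and 0.194 CPM, the counts brought to a common library total, before scaling. The mitochondrial ribosomal RNA MT-RNR2 took a large part of the counts, and its share followed the library number more than the group. It took 23.03% of the counts in cardiac library 1 (95% Wilson interval 23.01 to 23.05) and 20.75% in gut library 1 (20.73 to 20.77). In the libraries numbered 2 the share was 14.93% for cardiac (14.92 to 14.95) and 15.49% for gut (15.48 to 15.51). The multilineage library had 20.31% (20.29 to 20.33). Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

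Libraries were first compared in pairs over the 21402 genes that passed the expression filter in all 5 libraries together. The gut libraries were close to each other, with a Pearson correlation across genes of 0.990 on log2(CPM + 1) and 201 genes at least 2-fold apart. The cardiac libraries had a correlation of 0.949 and 3400 genes at least 2-fold apart. This was more than the 1884 genes between cardiac library 1 and gut library 1. Between the multilineage library and the gut libraries 1339 and 1488 genes were at least 2-fold apart, against 2076 and 2257 between the multilineage library and the cardiac libraries. The replicates of a group were not copies of a single library, because the chi-square statistic per degree of freedom was 25.7 for the gut pair and 150 for the cardiac pair. On principal components of the 5 libraries, the first component carried 41.6% of the variance and placed the multilineage library (3.56) between the cardiac libraries (-25.6 and -59.6) and the gut libraries (37.6 and 44.1). The second component carried 32.1% and parted cardiac library 1 (64.1) from cardiac library 2 (-38.3).

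**Figure D1:**
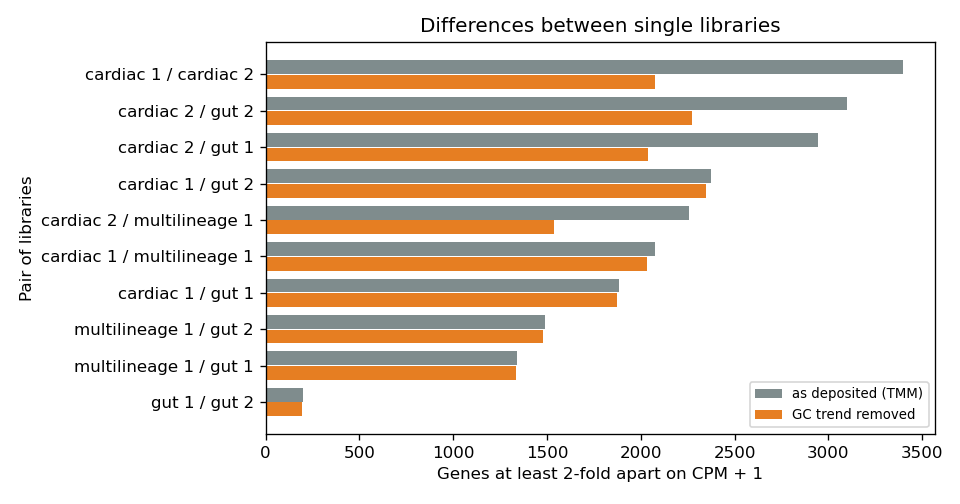
Number of genes at least 2-fold apart on CPM + 1 (horizontal axis, 21402 genes) for each pair of the 5 libraries (vertical axis), with grey bars for TMM-scaled values and orange bars after each library's trend with GC content was removed. The gut pair has the shortest bars (201 and 193 genes), and the bar of the cardiac pair falls from 3400 to 2076 genes.

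Part of the distance between the cardiac libraries followed the GC content of the genes. The deviation of a library from the mean of the other libraries was correlated across 20707 genes with the GC content of the longest transcript. Spearman's rho was 0.575 for cardiac library 2, -0.316 for cardiac library 1, -0.239 for gut library 1, -0.164 for gut library 2 and -0.10 for the multilineage library. Genes are not independent replicates, and no p-value is attached to these correlations. Each library also enters the mean that the others are compared with. A trend in cardiac library 2 alone would therefore put a smaller, opposite trend into every other library. The negative values do not establish GC trends of those libraries themselves. In cardiac library 2 the median deviation rose from -0.41 (log2) at a GC content of 35 to 40% to 0.66 at 65 to 70%. With the trend of each library removed, 2076 genes were at least 2-fold apart between the cardiac libraries, against 1875 between cardiac library 1 and gut library 1. The same correction left 2348 genes between cardiac library 1 and gut library 2, so the cardiac pair was then no longer the most distant. Between the multilineage library and cardiac library 2 the correction lowered the count from 2257 to 1536, near the 1480 between the multilineage library and gut library 2. By Pearson correlation the order of the cardiac pair changed, to 0.964 for the cardiac pair and 0.959 for cardiac library 1 and gut library 1.

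**Figure D2:**
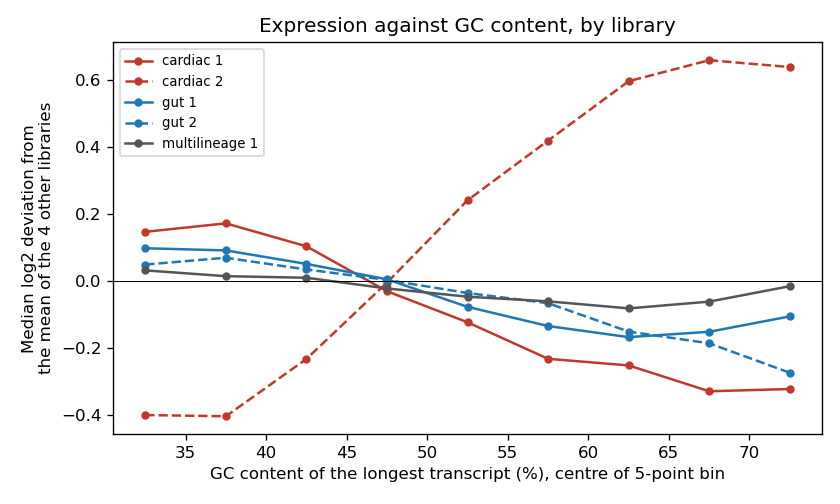
Median log2 deviation of each library from the mean of the other 4 libraries (vertical axis) for genes binned by the GC content of their longest transcript in 5-point bins (horizontal axis, percent), with a line for each library. Cardiac library 2 rises from -0.41 to 0.66 between the bins of 35 to 40% and 65 to 70%, while the other lines stay between -0.33 and 0.17. A trend in cardiac library 2 by itself puts a smaller, opposite trend into the other lines.

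Gut and cardiac progenitors were compared over 18797 genes with the quasi-likelihood test of edgeR. At a Benjamini-Hochberg adjusted p-value under 0.05, 134 genes differed, of which 63 were higher and 71 lower in gut. Without adjustment, 2396 genes had a p-value under 0.05. With the replicate number as a block, 961 genes passed the same threshold (499 higher and 462 lower), including all 134. Same-numbered cardiac and gut libraries deviated from their group means with a correlation of 0.0706 across genes. The block left 1 residual degree of freedom, and the estimated prior degrees of freedom were infinite, so the spread of single genes had no weight in that fit. The count was moved most by leaving out the low-count filter, with which 1280 genes passed. The size of the p-values in that fit implies that the spread of single genes had little weight there too. No gene had an adjusted p-value under 0.01 in the edgeR fit with the filter and no block. After removal of the GC trend, a correction chosen after the data had been seen, 280 genes passed, among them 128 of the 134, and with the block as well 1249 genes passed.

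The genes named next were picked by a rule on fold change, abundance and separation of the libraries. Among those higher in gut, SLC16A12 (ENSG00000152779), a monocarboxylate transporter gene, had 65.6 ± 4.08 CPM in gut and 1.27 ± 1.16 CPM in cardiac progenitors (mean ± SD, n = 2 each). Its log2 fold change was 5.63 ± 0.69 (SE), with an adjusted p = 0.0301 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The long noncoding RNA LINC00458 (ENSG00000234787) had 26.5 ± 9.92 CPM in gut and 0.528 ± 0.0271 CPM in cardiac, a log2 fold change of 5.61 ± 0.52 (edgeR, Benjamini-Hochberg adjusted p = 0.0261). ANKRD1 (ENSG00000148677), which encodes an ankyrin repeat protein of muscle, reached 1811 ± 947 CPM against 68.1 ± 49.9 CPM, with a log2 fold change of 4.72 ± 0.70 (edgeR, Benjamini-Hochberg adjusted p = 0.0422). CBLN2 (ENSG00000141668) and NETO1 (ENSG00000166342), both known from synapses, had 84.6 ± 9.76 and 38.4 ± 2.68 CPM in gut, and 4.63 ± 0.999 and 2.12 ± 1.65 CPM in cardiac. Their log2 fold changes were 4.17 ± 0.38 and 4.13 ± 0.61, with edgeR Benjamini-Hochberg adjusted p-values of 0.0261 and 0.0421.

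Among the genes lower in gut, the proteoglycan gene DCN (ENSG00000011465) had 0.378 ± 0.148 CPM in gut and 58.7 ± 60.8 CPM in cardiac progenitors. The cardiac libraries of this gene were themselves far apart, at 102 and 15.7 CPM, yet both lay above both gut libraries. Its log2 fold change was -7.24 ± 1.04 (edgeR, Benjamini-Hochberg adjusted p = 0.0408). The lipoxygenase gene ALOX15 (ENSG00000161905) had 0.348 ± 0.106 CPM in gut and 48.7 ± 18.02 CPM in cardiac, a log2 fold change of -7.10 ± 0.55 (edgeR, Benjamini-Hochberg adjusted p = 0.0261). HOXA13 (ENSG00000106031), a homeobox gene, had 3 and 2 counts in the gut libraries and 327 and 86 in the cardiac libraries. Because both gut libraries were at or under the floor of 3 counts, its level is given as a bound. With gut set at the floor, it was at least 65.2-fold lower in gut than the cardiac mean (edgeR, Benjamini-Hochberg adjusted p = 0.0471). This bound makes no allowance for counting error at the floor, and it rests largely on cardiac library 1. Without that library the log2 fold change was -4.01, against -6.22 with it. The alpha-fetoprotein gene AFP (ENSG00000081051) had 0.659 ± 0.420 CPM in gut and 39.5 ± 16.0 CPM in cardiac, and ANGPT1 (ENSG00000154188), which encodes angiopoietin, had 1.20 ± 0.422 and 72.0 ± 51.6 CPM. Their log2 fold changes were -5.92 ± 0.62 and -5.91 ± 0.68, with edgeR Benjamini-Hochberg adjusted p-values of 0.0261 and 0.0301. All 10 genes also passed in the GC-corrected fit. SLC16A12, ANKRD1, NETO1, DCN and HOXA13 did not pass when only genes with a mean of at least 50 counts were fitted, and ANKRD1, NETO1 and HOXA13 did not pass in the test against a 1.5-fold change. The use of strand in counting was not stated, and in GENCODE v29 exons of other genes on the opposite strand cover 2.28% of the exonic bases of SLC16A12 and 1.69% of those of HOXA13.

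**Figure D3:**
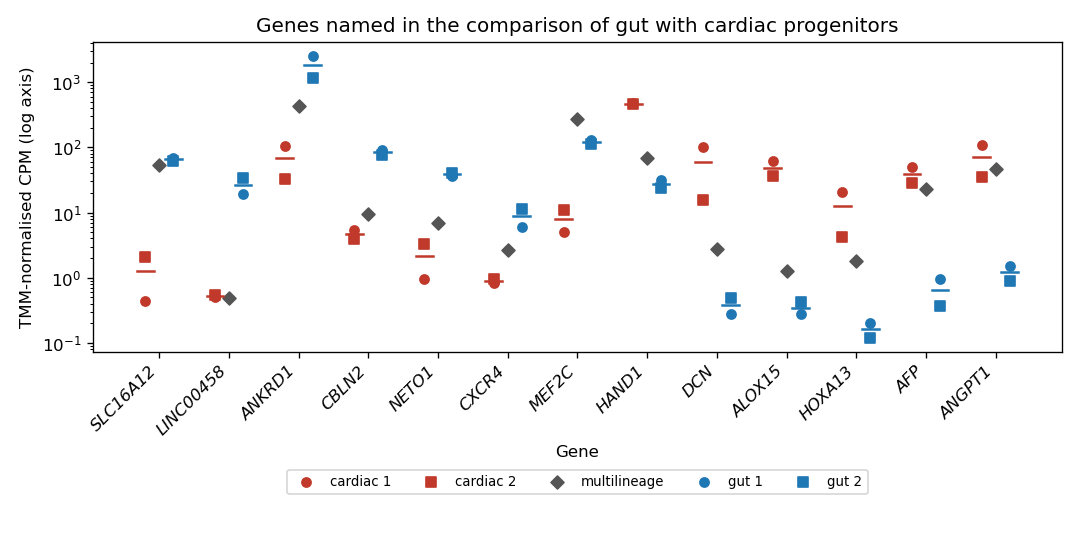
TMM-normalised CPM (vertical axis, log scale) of 13 named genes (horizontal axis) in each library, with red symbols for cardiac, grey diamonds for multilineage and blue symbols for gut, circles for libraries numbered 1, squares for libraries numbered 2 and bars for the group means (n = 2). In each gene both gut libraries lie on the same side of both cardiac libraries, and the multilineage library lies between the group means for all but LINC00458 (0.482 CPM) and MEF2C (270 CPM).

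A list of 80 marker genes in 6 sets had been fixed in advance, and 62 of them were abundant enough to be tested. Over all genes 5 markers passed the threshold, and 18 passed when the adjustment covered the list alone. With the replicate block these counts were 18 and 29. In the endoderm set, the chemokine receptor gene CXCR4 was higher in gut (8.80 ± 3.85 against 0.886 ± 0.0836 CPM, log2 fold change 3.28 ± 0.52, edgeR Benjamini-Hochberg adjusted p = 0.0474), while AFP was lower. Of the other 16 endoderm genes tested, 11 were higher and 5 lower in gut, from -2.97 for APOA2 to 5.08 for SOX17, and none passed over all genes. SOX17 had 0 and 4 counts in the cardiac libraries and 25 and 104 in the gut libraries. In the cardiac mesoderm set the transcription factor gene HAND1 was lower in gut (27.7 ± 5.58 against 470 ± 5.69 CPM, log2 fold change -4.11 ± 0.37, edgeR Benjamini-Hochberg adjusted p = 0.0261). MEF2C, from the same set, was higher in gut (121 ± 13.9 against 7.96 ± 4.15 CPM, log2 fold change 3.90 ± 0.48, edgeR Benjamini-Hochberg adjusted p = 0.0301). CXCR4 and MEF2C did not pass when only genes with a mean of at least 50 counts were fitted, nor did CXCR4 in the test against a 1.5-fold change. Antisense genes cover 5.36% of the exonic bases of MEF2C. Of the other 17 cardiac mesoderm genes 10 were higher and 7 lower, from -2.12 for FOXF1 to 2.65 for ISL1. The fifth marker was the pluripotency gene L1TD1, named after its values were seen, at 434 ± 31.0 CPM in gut and 97.1 ± 9.61 CPM in cardiac. Its log2 fold change was 2.14 ± 0.32 (edgeR, Benjamini-Hochberg adjusted p = 0.0432).

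Each set was also tested as a whole with limma's camera, with Benjamini-Hochberg adjustment over the 6 sets. The median log2 fold change of the 18 endoderm genes was 0.96, and 12 of them were higher in gut (camera adjusted p = 0.0488, limma). This value depended on the correlation assumed between genes, since with the correlation estimated from the data the adjusted p in limma's camera was 0.685. Over all alternatives the adjusted p from limma ranged from 0.00252 to 0.784. The 19 cardiac mesoderm genes had a median of 0.02 (adjusted p = 0.565, limma camera), which became -0.25 without cardiac library 1. The 7 pluripotency genes had a median of 0.71 (adjusted p = 0.00585, limma camera) and the 7 neuroectoderm genes 0.43 (adjusted p = 0.0491, limma camera). With the estimated correlation the adjusted p in limma's camera was 0.440 for both of these sets, and with limma's fry it was 0.0912 for pluripotency and 0.0494 for neuroectoderm. Mesendoderm and endothelial genes had medians of 0.26 and -0.35, with limma camera adjusted p-values of 0.302 and 0.697. With the replicate block, where same-numbered libraries deviated together at the correlation of 0.0706 given above, the endoderm median was 1.18 (adjusted p = 0.0144, limma camera) and the cardiac mesoderm median 0.08 (adjusted p = 0.220). In the same fit the pluripotency median was 1.06 (adjusted p = 0.000172, limma camera) and the neuroectoderm median 0.44 (adjusted p = 0.0781), so the neuroectoderm set no longer passed. It also did not pass in limma's camera with RLE scaling (adjusted p = 0.0516), all 5 libraries (0.0620), a mean of at least 50 counts (0.319) or the GC correction (0.0755).

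A count without a model gave a similar balance of directions. In 604 of the 18797 genes every gut library lay at least 2-fold away from every cardiac library on CPM + 1, with 318 higher and 286 lower in gut. With no minimum distance, gut and cardiac libraries did not overlap for 8039 genes, or 42.8%, where 33.3% would be given by chance with 2 libraries against 2. The count of separated genes rose to 2126 without cardiac library 1 and fell to 130 when a 4-fold separation was required.

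The multilineage library was then placed on the genes that parted the replicated groups, on a scale where the cardiac mean is 0 and the gut mean is 1 on log2(CPM + 1). Over the 63 genes higher in gut its median position was 0.53 (interquartile range 0.281 to 0.805). Of these genes 50 lay between the group means, 3 below the cardiac mean and 10 beyond the gut mean. Over the 71 genes lower in gut the median position was 0.63 (0.409 to 0.794), with 64 genes between the group means, 1 on the far side of the cardiac mean and 6 beyond the gut mean. No spread of replicates is set beside these positions, because replicates of a group of 2 mirror each other around its mean and the genes were called on the same libraries. On genes chosen from 1 cardiac and 1 gut library, the held-out cardiac libraries had median positions from 0.00551 to 0.590. The choice of scale moved both positions most, to 0.30 and 0.83 on linear CPM. Single genes spread over the whole range. The multilineage library was near gut for SLC16A12 (54.4 CPM) and at the cardiac level for LINC00458 (0.482 CPM). AFP (22.9 CPM) and ANGPT1 (45.9 CPM) were nearer to the cardiac libraries, while HAND1 (67.5 CPM) was nearer to gut. For MEF2C the multilineage library (270 CPM) was above both groups.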

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

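All alternatives were chosen before the data were examined, except the GC correction with and without the replicate block, which was added after the GC trend had been seen. No fit that leaves out a library was made for the counts of called genes, because a group of 1 library would remain.

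The number of genes differing between gut and cardiac progenitors depended strongly on the processing. Against 134 genes (63 higher and 71 lower in gut, 5 markers), there were 725 (346, 379 and 14 markers) with DESeq2, 1280 (586, 694 and 22) without the low-count filter, 240 (120, 120 and 8) with all 5 libraries fitted, and 961 (499, 462 and 18) with the replicate block. Fewer genes were called with a mean of at least 50 counts (43, as 15 and 28, with 2 markers) and in the test against a 1.5-fold change (81, as 38 and 43, with 3 markers). At an adjusted p under 0.01 there were 0 genes, 0 in either direction and 0 markers, beside 2396 genes at an unadjusted p under 0.05. The GC correction gave 280 genes (131 and 149) and 5 markers, and the GC correction with replicate block gave 1249 (681 and 568) and 26 markers. RLE scaling (174), upper-quartile scaling (179) and removal of abundant genes (134) stayed within 1.5 times. The 134 genes were all called again by every one of these fits except the mean filter, the 1.5-fold test, the 0.01 threshold and the GC correction without the block, which kept 43, 81, 0 and 128 of them. The share of calls that were higher in gut was 47.0%, and under the mean filter 34.9%. Another scaling moved it at most to 50.8%. The cause of these changes was not tested, apart from the GC trend, whose removal lowered the common dispersion from 0.113 to 0.0759.

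The 604 genes separated at least 2-fold became 1144 with a pseudocount of 0.1, 283 with a pseudocount of 5, 1480 at 1.5-fold and 130 at 4-fold. Leaving out a single library gave from 781 to 2126 genes, a count that cannot fall when a library is removed. With plain library size there were 564, with the GC correction 577 and without the filter 604.

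The endoderm set kept its direction in all fits but lost its side of the threshold in some. Its median was 0.83 (limma camera adjusted p = 0.199) with a mean of at least 50 counts, 0.95 (adjusted p = 0.0620) with all 5 libraries, 0.96 with the estimated correlation (adjusted p = 0.685) and 0.96 with limma's fry (adjusted p = 0.784). Leaving out a single library gave medians from 0.39 to 1.62. It stayed past the threshold with RLE scaling, with the replicate block (1.18) and with the GC correction (1.15). The cardiac mesoderm set ranged from -0.25 without cardiac library 1, a reversed sign, to 0.40 without cardiac library 2, and did not pass in any fit. The cause was not tested.

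The position of the multilineage library on genes higher in gut moved from 0.53 to 0.56 on log2(CPM + 0.1), to 0.30 on linear CPM and to 0.51 on the 200 genes with the lowest p. On genes lower in gut it moved from 0.63 to 0.56 and 0.83 on the first 2 of these. It stayed between the group means in these settings.

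Of the 13 named genes none changed sign in any fit. Leaving out a single library could not change a sign, because gut and cardiac libraries do not overlap in any of these genes. The signs without single libraries are therefore no check of these genes. Under the other scalings, filters, tools and samples fitted and the replicate block, 97 comparisons of a named gene stayed past the threshold of 0.05, and the 7 that did not all came from the filter at a mean of 50 counts. In the test against a 1.5-fold change 9 of the 13 passed and 4 did not. At an adjusted p under 0.01 there were 0 in the edgeR fit with TMM, the filter and no block. With DESeq2, without the low-count filter and with the replicate block, each of the 13 was under 0.01. The last 2 of these fits gave the spread of single genes little or no weight. Without the filter, SLC16A12 had a log2 fold change of 5.64 ± 0.53 (SE) and an edgeR adjusted p = 1.2e-22. With the filter and no block it had 5.63 ± 0.69 and an edgeR adjusted p = 0.0301. Such a fall at a like effect cannot come from 2 residual degrees of freedom with a small prior. With 2 libraries per group, effects must be large to pass. HOXA13, at or under the floor of 3 counts in both gut libraries, was given a lower bound. The log2 fold changes of ALOX15 and DCN, also near the floor in gut, are fitted values and not bounds. That of DCN went from -7.24 to -5.06 without cardiac library 1.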

Other observations

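The GC correction was chosen after the GC trend had been seen. The tests that use it, and those of gene length, abundant genes and depth, were set down before their own results were seen. The other splits, the admixture ratio, the exchange of labels, the HOX relation and the held-out positions were chosen only after the result was seen, as were the contractile and HOX gene lists.

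The distance between the cardiac libraries was larger than that between cardiac library 1 and gut library 1 (3400 against 1884 genes at least 2-fold apart), although both cardiac libraries carry the same label. A technical source was looked for in 4 ways. After removal of each library's GC trend the cardiac pair differed at 2076 genes, against 1875 for cardiac library 1 and gut library 1. After removal of the trend with gene length the counts were 3239 and 1856. With mitochondrial, ribosomal and the 10 most abundant genes left out they were 3804 and 2308. With all libraries thinned to the smallest total they were 3436 and 1915. After the GC correction the cardiac pair was thus still apart at more genes than cardiac library 1 and gut library 1, by a small margin, but at fewer than cardiac library 1 and gut library 2 (2348) or cardiac library 2 and gut library 2 (2274). By Pearson correlation the order changed, from 0.949 against 0.960 before the correction to 0.964 against 0.959 after it. The larger distance within the cardiac pair was therefore kept by the gene count and not by the correlation, and an effect of the GC trend cannot be excluded. Genes at least 2-fold above all other libraries numbered 554 in cardiac library 2 and fell to 156 after the GC correction, while cardiac library 1 had 217 and 197. A candidate explanation for the distance of 2076 genes after the correction is that the cardiac cultures differed in cell composition on day 5. No test of this was possible with 2 libraries, and a difference in library preparation that follows neither GC content nor length cannot be told apart from it.

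The genes called between gut and cardiac were tested against GC content, gene length and other splits. Over the 18240 tested genes with a GC value, log2 fold change followed GC content with a rho of -0.293, and of -0.00713 after the GC correction. Of the 134 genes, 128 were still called after the GC correction, among 280 calls. After the length correction 134 were, among 249 calls. The 4 libraries can be split 2 against 2 in 3 ways. Of the 2 splits that part both same-numbered pairs, 1, the real split, called as many genes, and the crossed split called 0 genes, with 261 at an unadjusted p under 0.05. The remaining split sets libraries numbered 1 against libraries numbered 2, so it keeps the same-numbered pairs together, and it called 0 genes with 375 at an unadjusted p under 0.05. With so few splits a grouping by chance cannot be excluded from them. Separated genes numbered 604 in the real split, 4 in the crossed split and 13 in the split by number.

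Genes of the contractile apparatus of heart muscle were higher in gut than in cardiac progenitors. Of 20 listed genes 14 were tested, and 12 of these were higher in gut, with a median log2 fold change of 1.74. Both gut libraries lay above both cardiac libraries in 10 of the 14, where chance gives 16.7% of genes. In 14 of 14 the multilineage library was the highest of the 5, where chance gives 20%. TTN had 342 and 506 CPM in the cardiac libraries, 3434 and 3228 in the gut libraries and 10370 in the multilineage library, and MYH6 had 0.0636 and 2.24, 24.2 and 33.2, and 946 CPM. The direction was the same for 12 of 14 genes under TMM, RLE, upper-quartile and plain library scaling, with the replicate block and with the GC correction. The pattern has exceptions, since TNNI1 and MYL3 were lower in gut, as was TNNT2 from the cardiac mesoderm list (-0.31). In the fit with TMM and no block, ACTA1 and TTN passed the edgeR threshold over all genes. The number that passed was 0 without normalization factors, 2 with RLE scaling, 3 with upper-quartile scaling or the GC correction, 8 with the replicate block and 9 with the GC correction and the block. ACTA1 can share reads with its close copy ACTC1, and exons of other genes cover 15.6% of the exonic bases of TTN. With limma's camera the list had p = 3.47e-08 at the fixed inter-gene correlation and p = 0.117 with the correlation estimated. Since the list was drawn up after these genes had been noticed, neither value is a test of the pattern. The same holds for the counts of 10 and 14 genes set beside chance above.

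Technical sources were weighed for this pattern too. The GC correction brought the rho of log2 fold change with GC content from -0.293 to -0.00713 over all genes with a GC value. The median of the contractile list was 1.86 after it and 1.74 before, with 12 of 14 genes still higher in gut. These values argue against a bias that follows GC content as the source of the pattern in the 14 tested genes. If RNA like that of the multilineage library had been mixed into the gut libraries, the excess of gut over cardiac would be the same share of the multilineage excess for each gene. The implied share was 29.2% for TTN and 2.92% for MYH6, a ratio of 10.0, so a uniform admixture is not what the values show. An exchange of the cardiac and gut labels could also give this direction. Nothing in the counts names the groups, and with exchanged labels the 10 genes that lay above in both gut libraries would lie above in both cardiac libraries, so the pattern cannot be told apart from an exchange of labels. The endoderm markers leaned towards gut, with 12 of 18 higher there, which is the direction of the labels as given, but the test of the set depended on the correlation assumed between genes. With adjustment over the marker list alone, SOX17, CXCR4, GSC and EPCAM were higher and AFP and APOA2 lower in gut. The exchange of labels stays open. A hypothesis beside it is that the gut and multilineage cultures were further along in muscle gene expression on day 5 than the cardiac cultures.

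HOX genes of high paralog number were lower in gut than in cardiac progenitors. Of 6 tested genes of paralog groups 6 to 13, 5 were lower, and HOXB6, HOXB8 and HOXA13 passed the edgeR threshold over all genes. HOXB13 was the exception (0.18). Of 8 genes of groups 1 to 5, 6 were lower, or 5 after the GC correction, where HOXB2 changed sign. Across the 14 genes, which are neighbours in clusters and not independent, log2 fold change fell with paralog number, with a Spearman rho of -0.66 (permutation p = 0.0118, Benjamini-Hochberg adjusted p = 0.0177 over 3 relations) and a Pearson r of -0.54 (permutation p = 0.0443, adjusted p = 0.0443). The relation was noticed in these same values, and the 3 relations are versions of it. No permutation p given here is therefore a test of the relation. Without HOXA13 and HOXB13, the 2 genes with the highest paralog number, rho was -0.92 over 12 genes. HOXA13, HOXB8 and HOXC8 were at or under the floor in both gut libraries. With gut set at the floor, they were at least 65.2-fold, 36.9-fold and 39.0-fold lower there than the cardiac means. These bounds make no allowance for counting error at the floor. The cardiac libraries were apart, at 20.8 and 4.28 CPM for HOXA13, 9.22 and 4.97 for HOXB8 and 12.5 and 2.49 for HOXC8. Without cardiac library 1 the log2 fold change of HOXA13 was -4.01, against -6.22 with it, so its bound rests largely on that library. With group means raised to the floor, rho was -0.68. After the GC correction rho was -0.66 (permutation p = 0.0115, adjusted p = 0.0177). Of the 6 genes of groups 6 to 13, 5 were still lower. HOXB6 and HOXB7, which were above the floor, had log2 fold changes of -4.26 and -2.55, against -4.45 and -2.59 before. These values argue against a bias that follows GC content as the source of the relation in these 14 genes. A more posterior identity of the cells in the cardiac libraries is a candidate explanation that the rho of -0.66 cannot establish, since the same values prompted it, and overlapping antisense transcripts in the HOX clusters were not separated by strand here. An exchange of the group labels would invert the relation and stays open here too. The multilineage library was closer to gut for HOXB6 (2.77 CPM, against 28.8 and 31.2 in cardiac and 1.64 and 1.15 in gut) and HOXB8 (0.120 CPM), and between the groups for HOXA13 (1.81 CPM, against 20.8 and 4.28 in cardiac and 0.205 and 0.121 in gut).

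The multilineage library lay between the groups on genes chosen from the cardiac and gut libraries, but regression of libraries not used to choose the genes would also place them towards the middle. Genes were therefore chosen as at least 4-fold apart between 1 cardiac and 1 gut library, and the remaining cardiac, gut and multilineage libraries were placed on them. In 8 of 8 choices the multilineage library lay between the held-out cardiac and the held-out gut library, and in 5 of 8 it was nearer to gut. With cardiac library 1 and gut library 1 used for the choice, the positions over the 193 genes higher in gut were 0.321 for cardiac library 2, 0.682 for the multilineage library and 0.973 for gut library 2. The margin was narrow in other choices. With cardiac library 2 and gut library 2 used, the positions over the 268 genes lower in gut were 0.590 for cardiac library 1, 0.654 for the multilineage library and 0.903 for gut library 1. The choices share libraries and are not independent, and the result holds for a single multilineage library. A library of neither group would also fall towards the middle on genes chosen this way, so the 8 placements do not exclude regression. An intermediate state of these progenitors is a hypothesis. A mixture of cells of both kinds could give the same positions, and the 8 placements do not tell these apart. Neither accounts for genes outside both groups. In the multilineage library 200 genes lay at least 2-fold above all other libraries (206 after the GC correction) and 38 at least 2-fold below. The cardiac libraries had 217 and 554 genes above (197 and 156 after the correction), so such an excess also occurs in single libraries of a replicated group.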
